A study of Homo sapiens with 2 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

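Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out for p52 in MDA-MB-231 cells, an established line derived from triple-negative breast cancer (TNBC). p52 is the processed form of NFKB2 and the DNA-binding subunit at the end of the non-canonical NF-κB pathway. Cells were starved for 8 h and then treated for 48 h with 10 ng/ml of TWEAK, a cytokine that signals through its receptor Fn14, with the cytokine replenished after 24 h. The labels gave 1 group of 2 replicates. No untreated, IgG or input library was analysed here, so the comparisons were made between the replicates and against positions drawn from the genome.

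According to the study's methods, the authors trimmed adaptors with Trimmomatic, mapped reads to hg38 with Bowtie2, called peaks with MACS2 with subtraction of input signal and removed blacklisted regions with bedtools. Tool versions, the q-value threshold and the handling of duplicate reads were not stated, and the antibody against p52 was given only by its target. The peak names showed that each replicate was called on its own. The deposited lists held 1 position of 1 bp per peak, its summit, together with a value taken as −log10 of the q-value at the summit. The lists had no header. This reading rests on the column layout, which is that of the MACS2 summit output. These −log10 q values of the authors depend on sequencing depth, so they were used to rank and filter peaks within a list, and between the lists only as a correlation. Read depth per library was unknown. The intervals given for shares cover counting error over summits only. Peak edges and widths were not used here.

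The reference was hg38 with 455 sequences, of which 261 were alternate sequences, and the GENCODE release 44 annotation. Every sequence name in the lists was found in the reference, and 0 summits lay past the end of their sequence. Coordinates are given 1-based on hg38. The reference was indexed with samtools 1.23.1 and read with pysam 0.24.0. Calculations were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and numba 0.67.0, and plots with matplotlib 3.10.9.

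The tests, the motif set, the gene list, the rule for the items named and most alternatives were fixed before the data were examined. The plan assumed peaks with a width and an overlap of at least 1 bp. Because the lists held summits, a window of 201 bp was centred on each summit and windows overlapping by at least 1 bp were counted as shared, which is the same as summits within 200 bp. Shares were given with Wilson 95% confidence intervals. Chance sharing came from 100000 random placements of a list on the same sequences outside assembly gaps (one-sided permutation test). The smallest p-value that 100000 resamples can give is 1e-05. Sharing was compared between the strongest and weakest of 4 strength classes of each list with two-sided Fisher's exact tests. Strength was compared over one-to-one shared summits with Spearman's rho and with Pearson's r of log2 values, by permutation.

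Annotation and motif comparisons used chromosomes 1 to 22, X and Y. Each summit was placed in the first class that applied, in the order promoter (within 1 kb of any annotated transcription start site), exon, intron and intergenic. It was compared with 10 random positions per summit on the same chromosome outside assembly gaps. Motif matches on either strand were sought within 100 bp of the summit and compared with 10 windows per summit of the same chromosome and of GC content within 2 percentage points, over 1 kb from any summit. The 8 motifs were κB (GGGRNNYYCC), AP-1 (TGASTCA), the MAF recognition element MARE (TGCTGASTCA), its shorter form TGCTGAC, CTCF, ETS, TEAD and RUNX, and each was also read backwards without complementing as a control of equal composition. Two-sided Fisher's exact tests were adjusted by the Benjamini-Hochberg method over 8 annotation tests, 32 motif tests and 4 tests of shared against unshared summits. Odds ratios carry 95% Woolf intervals with 0.5 added to each cell. Some Fisher's and binomial p-values were below the smallest number that double precision holds, and for these the effect size is given. Centring was tested by a one-sided exact binomial test on match centres within 50 bp of the summit, out of those within 500 bp. Overlapping matches were counted separately there.

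A list of 40 NF-κB target and pathway genes was compared with 100000 random lists of protein-coding genes matched on the number of protein-coding genes within 50 kb, counting genes with a summit within 50 kb of a start site (one-sided permutation test). Items named were the 10 shared summits with the best mean rank in both lists, the genes of the list and of the study with a summit within 50 kb in both replicates, and NAMPT. The copy number of a window was taken from the occurrences of its 31-mers in the reference without alternate sequences, and a window was called mostly single-copy when over 50% of its 31-mers occurred once at most. This filter replaced a planned one on soft-masked repeats, because the reference was in upper case throughout.

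The procedures were tested on simulated data. With background windows in place of summits, 0 of 16 motifs in replicate 1 and 1 of 16 in replicate 2 had a p-value under 0.05. Of 200 background windows with a planted κB sequence, 200 were found among 1804 windows in replicate 1, and 200 among 1225 in replicate 2. A simulated second list that shared 60.0% of 1225 summits was measured at 60.0%. Its shared summits were moved by at most 200 bp, the sharing distance, and the planted sequence fitted the κB pattern. Both checks thus test only that the code runs correctly. With shared summits shuffled over the list, 4.4% of 1000 shuffles of the 2007 summits in replicate 1 and 4.9% of those of the 1467 summits in replicate 2 gave p under 0.05 in the test by strength. Of 200 random lists of 40 genes, 1.5% in replicate 1 and 4.0% in replicate 2 passed that level. Matches placed evenly around summits gave 1.10-fold centring over 2000 matches.

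Alternatives covered a closer or wider distance for sharing, the stronger 50% of each list, lists of equal length, chance matched on distance to start sites, other promoter definitions, looser and stricter κB sequences, other backgrounds, other distances to genes and each replicate alone. Alternatives chosen after seeing the data were summits within 500 bp, mostly single-copy windows, chromosomes 1 to 22, X and Y alone for the correlation, and lists without summits in exons of protein-coding genes or in processed pseudogenes.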

Results

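p52 binding sites were mapped by ChIP-seq in TWEAK-treated MDA-MB-231 cells, in 1 group of 2 replicates. The question was where p52 is bound after TWEAK/Fn14 activation. Replicate 1 had 2007 summits and replicate 2 had 1467. The −log10 q of the authors ranged from 1.00 to 531 in replicate 1, with a median of 10.3, and from 1.02 to 594 in replicate 2, with a median of 9.47. On chromosomes 1 to 22, X and Y there were 1804 summits (89.9%) in replicate 1 and 1225 (83.5%) in replicate 2. Read depth was unknown, so a site missing from a list was not detected at that library's depth and threshold, which is not the same as unbound.

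To assess how far the replicates gave the same sites, summits within 200 bp of a summit in the other list were counted. A total of 990 summits were shared. This was 49.3% of replicate 1 (95% CI 47.1 to 51.5) and 67.5% of replicate 2 (95% CI 65.0 to 69.8). Random placement gave 18.1 shared summits in replicate 1 and at most 39 in any of 100000 placements (one-sided permutation p = 1e-05, the smallest possible). With lists of equal length, the share rose to 62.4% in replicate 1 and fell to 62.6% in replicate 2. The paired summits lay a median of 15 bp apart, and 39.3% were within 10 bp of each other.

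Sharing rose with strength. With 4 strength classes in replicate 1, 90.6% of the strongest and 12.4% of the weakest class were shared, with 501 summits in each (odds ratio 67.3, 95% CI 45.1 to 100.3, two-sided Fisher's exact p = 1.45e-153). In replicate 2 these shares were 91.5% and 30.3% of 366 summits (odds ratio 24.4, 95% CI 15.9 to 37.4, two-sided Fisher's exact p = 2.08e-70). With 2 strength classes the odds ratios were smaller, 9.92 and 8.05.

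**Figure D1:**
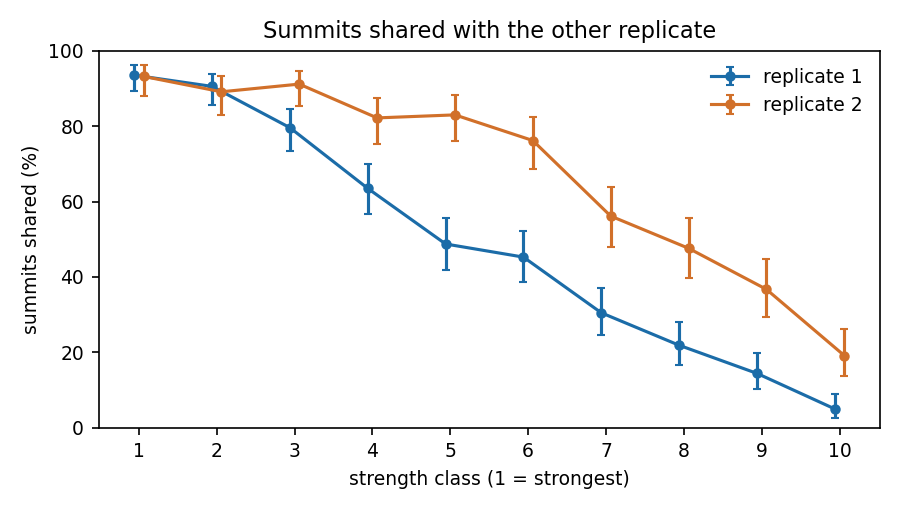
Share of summits (%, vertical axis) lying within 200 bp of a summit in the other replicate, for 10 strength classes of a list ordered by the −log10 q of the authors (horizontal axis, 1 the strongest), with Wilson 95% confidence intervals as bars and one line per replicate. The share went from 93.5% in the strongest to 5% in the weakest class of replicate 1, and from 93.2% to 19.2% in replicate 2.

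Strength at the 990 shared pairs was correlated between the lists, with Spearman's rho of 0.728 and Pearson's r of 0.750 on the log2 scale (two-sided permutation p = 1e-05 for each, the smallest possible). Without the 2 pairs farthest from the median in replicate 1, r was 0.743. This correlation is across summits, which are not independent replicates. The lowest rho under the alternatives was 0.665, in the stronger 50% of each list.

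The 10 shared summits with the best mean rank were examined one by one. Of these, 5 lay on unplaced sequences of 1026 to 2699 bp, without a κB match within 100 bp, in sequence whose 31-mers had a median of 2 to 4774 copies. The strongest summit of both lists was among them, at position 815 in replicate 1 and 817 in replicate 2 of an unplaced sequence of 1121 bp, with −log10 q of 531 and 594. A further 3 lay inside processed pseudogenes and had no κB match, and from peak lists alone binding there cannot be separated from reads copied from RNA or from other copies of the sequence. These were EEF1A1P5 (chromosome 9, summits 133019726 and 133019677, −log10 q 452 and 238), RPS18P5 within the gene PCNP (chromosome 3, summits 101576748 and 101576732, −log10 q 242 and 125) and RPL13AP5 (chromosome 10, summits 96750450 and 96750453, −log10 q 272 and 104). The remaining 2 had a κB match at the summit. One was intergenic on chromosome 5, at 138461493 in both replicates, 3185 bp from the nearest start site, with GGAATTTCCC at 138461487 to 138461496 and −log10 q of 235 and 133. The other was in an intron of the long non-coding RNA gene LINC02994 on chromosome 4, at 83851431 in replicate 1 and 83851432 in replicate 2, with GGGAAATTCC at 83851428 to 83851437 and −log10 q of 182 and 114.

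The distribution of summits over gene annotation was compared with random positions. Promoters held 40.7% of summits in replicate 1 against 7.69% of random positions (odds ratio 8.24, 95% CI 7.39 to 9.18, two-sided Fisher's exact adjusted p = 8.16e-278). In replicate 2 they held 35.7% against 8.01% (odds ratio 6.37, 95% CI 5.57 to 7.28, two-sided Fisher's exact adjusted p = 1.15e-139). The mean promoter share was 38.2% ± 3.55 (SD, n = 2). Exons outside promoters held 14.2% ± 3.02, introns 27.4% ± 4.13 and intergenic sequence 20.2% ± 2.44 (SD, n = 2 for each). Start sites of pseudogenes and non-coding genes count towards these promoter shares. With start sites of protein-coding genes only, promoters held 20.4% of summits in replicate 1 and 15.1% in replicate 2 (odds ratios 5.26 and 3.51), and exons outside promoters 33.7% and 28.7%. With all start sites, exons were over-represented, at odds ratios of 5.50 and 3.80 in replicates 1 and 2. Introns (0.300 and 0.412) and intergenic sequence (0.387 and 0.477) were under-represented, and the highest adjusted p of these 6 tests was 8.62e-28 (two-sided Fisher's exact). Without summits in exons of protein-coding genes or in processed pseudogenes, an alternative chosen after the values were seen, the promoter odds ratio was lower, 4.26 in replicate 1 and 2.89 in replicate 2. Random positions were not filtered in the same way, so the size of this change depends in part on the filter. The odds ratios of the other classes moved by construction, to 0.399 and 0.335 for exons, 0.647 and 0.802 for introns and 0.799 and 0.837 for intergenic sequence, since the filter removes exon summits and leaves the counts in introns (441 and 371) and intergenic sequence (334 and 269) unchanged.

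**Figure D2:**
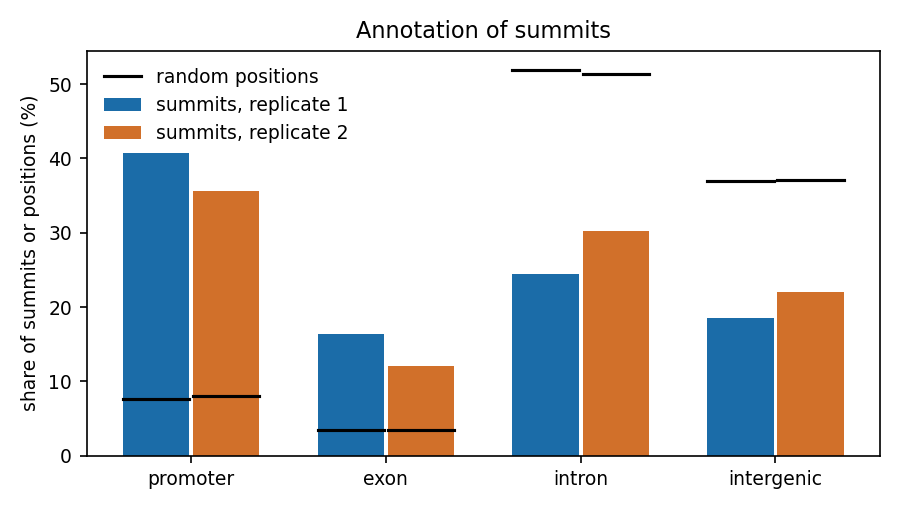
Share of summits in each annotation class (%, bars, one colour per replicate) and the same share of random positions on the same chromosomes (black lines), for chromosomes 1 to 22, X and Y. Promoter bars reach 40.7% and 35.7% against 7.69% and 8.01% of random positions, and intron and intergenic bars lie below their lines.

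Sequence around summits was searched for κB sites, the DNA element that NF-κB dimers bind. A match lay within 100 bp of 938 of 1804 summits (52%) in replicate 1, against 6.04% of GC-matched windows (odds ratio 16.8, 95% CI 15.1 to 18.8). In replicate 2 the share was 57.3% against 5.92% (odds ratio 21.3, 95% CI 18.6 to 24.4). The mean share was 54.7% ± 3.76 (SD, n = 2). The reversed κB sequence was found at 8.76% and 8.82% of summits, with odds ratios of 1.38 and 1.46 (two-sided Fisher's exact adjusted p = 0.00283 and 0.00413). Leaving out summits in exons of protein-coding genes and in processed pseudogenes moved the κB odds ratio most, to 55.7 in replicate 1 and 56.9 in replicate 2.

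AP-1 sites, relevant because the study followed AP-1 family factors at TWEAK-gained enhancers, were found at 7.80% ± 0.179 of summits (SD, n = 2). The odds ratio over GC-matched windows was 2.68 (95% CI 2.22 to 3.24, two-sided Fisher's exact adjusted p = 2.15e-19) in replicate 1 and 2.77 (95% CI 2.19 to 3.50, adjusted p = 8.41e-14) in replicate 2. The reversed AP-1 sequence was not enriched, with odds ratios of 0.860 and 0.712. MARE, to which MAFG binds, contains the AP-1 sequence. Each MARE match is therefore also an AP-1 match, and its enrichment is not separate from that of AP-1. At enhancers that TWEAK changed, the study reported little colocalisation of MAFG with p52. MARE matched 9 summits in replicate 1 (odds ratio 3.74, two-sided Fisher's exact adjusted p = 0.00877) and 4 in replicate 2 (odds ratio 4.75, adjusted p = 0.0665). These counts are too small for a firm call, since the adjusted p changed sides of 0.05 under alternatives. With matches sought within 50 bp it was 0.0649 in replicate 1, and in replicate 2 it was 0.0387 against windows matched also on distance to start sites and 0.00759 without summits in exons of protein-coding genes or in processed pseudogenes (two-sided Fisher's exact for each). The shorter MARE sequence TGCTGAC passed 0.05 only in replicate 1 (odds ratio 1.55, two-sided Fisher's exact adjusted p = 0.00586). In replicate 2 the odds ratio was 1.15 (two-sided Fisher's exact adjusted p = 0.647). Its reversed sequence also passed only in replicate 1 (odds ratio 2.11, two-sided Fisher's exact adjusted p = 0.04999). TGCTGAC did not pass in replicate 1 without summits in exons of protein-coding genes or in processed pseudogenes (odds ratio 1.19, two-sided Fisher's exact adjusted p = 0.658). Nor did it pass at shared summits of replicate 1 (two-sided Fisher's exact adjusted p = 0.134), while it passed there under the other alternatives. CTCF sites matched 11 and 7 summits (odds ratios 3.16 and 6.03, two-sided Fisher's exact adjusted p = 0.00877 and 0.00436). These counts are small as well, and in the stronger 50% of each list, with 5 and 2 matches, CTCF did not pass 0.05 (two-sided Fisher's exact adjusted p = 0.191 and 0.215), nor at shared summits of replicate 1 (adjusted p = 0.173). ETS, TEAD and RUNX sites did not pass 0.05 in either replicate with the main settings. TEAD passed in mostly single-copy windows of replicate 1 (odds ratio 1.48, two-sided Fisher's exact adjusted p = 0.0397). No other alternative took any of these motifs under 0.05.

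**Figure D3:**
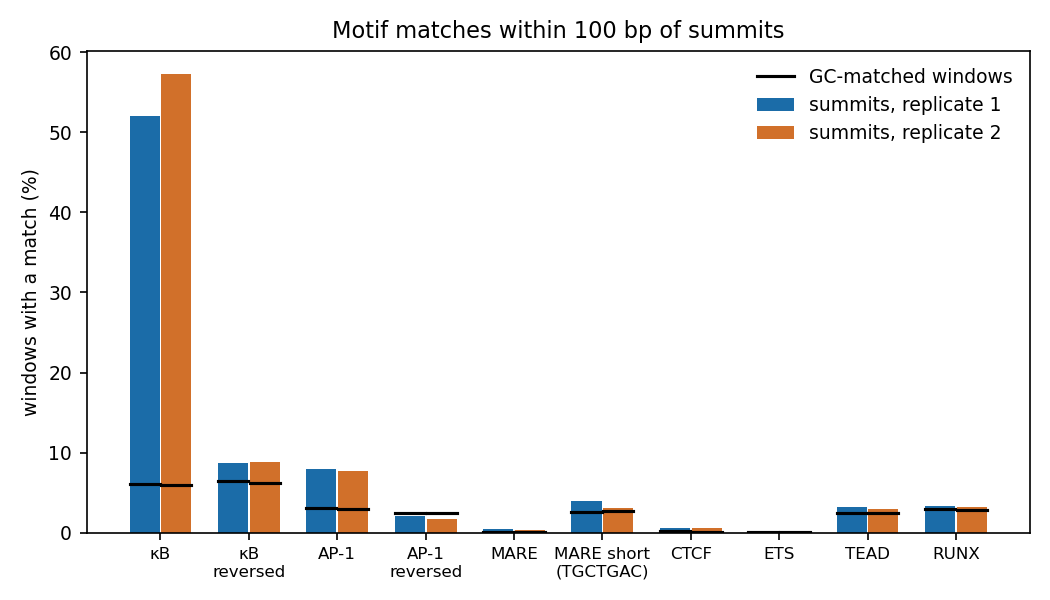
Share of windows with a motif match within 100 bp (%, vertical axis) at summits of each replicate (bars) and in GC-matched windows (black lines), for 10 of the 16 motifs tested. κB bars stand at 52% and 57.3% against 6.04% and 5.92%, and AP-1 bars at 7.93% and 7.67% against 3.12% and 2.92%.

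Shared and unshared summits were then compared on chromosomes 1 to 22, X and Y. κB matches were more frequent at shared summits, 64.7% against 40.6% in replicate 1 (odds ratio 2.68, 95% CI 2.21 to 3.24, two-sided Fisher's exact adjusted p = 5.07e-24) and 64.9% against 39.7% in replicate 2 (odds ratio 2.80, 95% CI 2.18 to 3.60, two-sided Fisher's exact adjusted p = 9.44e-16). Within the stronger 50% of replicate 1 this difference was not detected (odds ratio 1.24, 95% CI 0.914 to 1.69, two-sided Fisher's exact p = 0.176), while in that of replicate 2 it remained (odds ratio 3.20, 95% CI 1.74 to 5.87, two-sided Fisher's exact p = 0.000228). For AP-1 the difference did not pass 0.05 in replicate 1 (odds ratio 1.41, two-sided Fisher's exact adjusted p = 0.0548) and did in replicate 2 (odds ratio 2.01, two-sided Fisher's exact adjusted p = 0.00937), and in the stronger 50% of the lists the odds ratios were 1.18 (p = 0.601) and 1.03 (p = 1).

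κB matches were centred on summits. Of 2475 matches within 500 bp in replicate 1, 67.1% lay within 50 bp of the summit, against 10.1% of positions, which is 6.65-fold. In replicate 2 this was 70.4% of 1829 matches, or 6.99-fold. The mean was 68.7% ± 2.37 (SD, n = 2). AP-1 matches were also centred, 2.05-fold in replicate 1 (one-sided exact binomial p = 3.71e-11) and 2.15-fold in replicate 2 (one-sided exact binomial p = 1.09e-09). Overlapping matches at the same site were counted separately, so matches are not independent. In replicate 1, 1660 κB matches were centred within 50 bp, while 867 summits had a match wholly within 50 bp. For AP-1 these numbers were 91 and 83. The κB values thus hold more repeated counts, and their size cannot be set against that of AP-1. Counting within 100 bp gave a lower κB value, 3.70-fold and 3.85-fold.

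**Figure D4:**
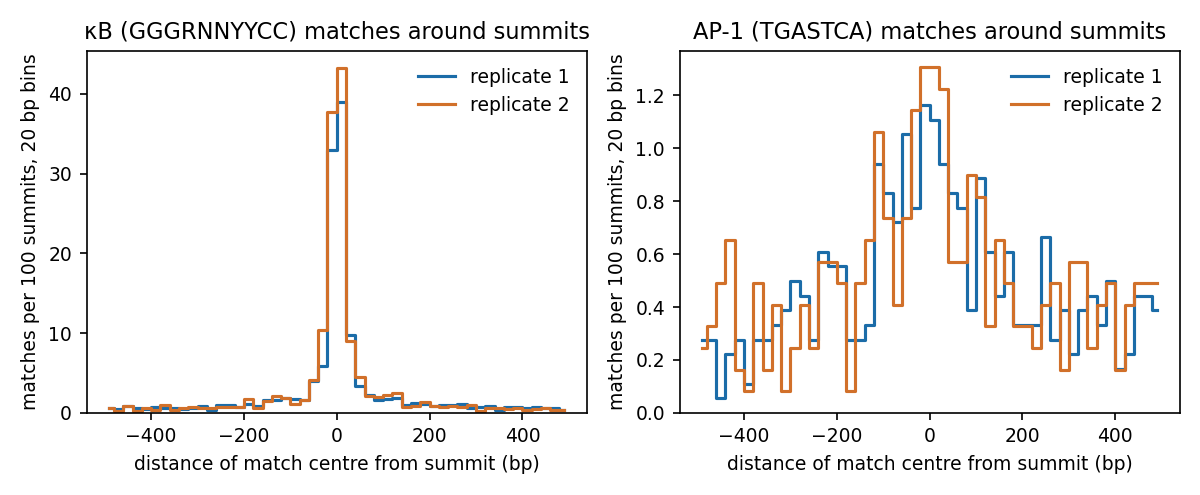
Matches per 100 summits in bins of 20 bp (vertical axis, different scales in the panels) by the distance of the match centre from the summit in bp (horizontal axis), for κB on the left and AP-1 on the right, one line per replicate. κB matches pile up at the summit, with 67.1% and 70.4% of them within 50 bp, and AP-1 matches show a lower and broader rise.

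Of the 40 NF-κB target and pathway genes, 18 had a summit within 50 kb of a start site in replicate 1, where matched random lists had 6.08 (one-sided permutation p = 4e-05). In replicate 2, 15 genes did, where random lists had 3.81 (one-sided permutation p = 1e-05, the smallest possible). The count of genes moved most in the stronger 50% of replicate 2, to 8 genes where random lists had 1.67 (one-sided permutation p = 0.00028). The count in random lists was also lower there than with the whole list. The highest p was within 100 kb in replicate 1, with 19 genes where random lists had 9.53 (one-sided permutation p = 0.00067). In both replicates 14 genes had such a summit, namely NFKB2, RELB, REL, NFKBIA, NFKBIE, TNFAIP2, TNIP1, TRAF1, CXCL2, CXCL3, CD83, IRF1, BCL3 and PTGS2. The strongest of these summits had a κB match at 13 of the 14 genes in replicate 1, the exception being NFKBIE, and at 10 of the 14 in replicate 2, the exceptions being NFKBIE, CXCL2, CXCL3 and IRF1. In replicate 1 it was shared at 11 of the 14, with CXCL2, CXCL3 and IRF1 again the exceptions. CXCL2 and CXCL3 lie close together and had the same strongest summit in replicate 2, at 74071157 on chromosome 4, so they are not independent.

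The strongest summit near a listed gene was at the gene of p52 itself. NFKB2 (chromosome 10, 102394110 to 102402524, plus strand) had a summit at 102394474 in replicate 1, 29 bp from a start site, with −log10 q of 149. In replicate 2 it was at 102394499, 4 bp from a start site, with −log10 q of 70.0. κB matches lay at 102394471 to 102394480 (GGGAATTCCC) and at 102394500 to 102394509 (GGGGCTTTCC). TNIP1 (chromosome 5, 151029945 to 151093577, minus strand) had promoter summits at 151087216 and 151087228, with −log10 q of 57.8 and 60.5, and GGAATTCCCC at 151087209 to 151087218. RELB (chromosome 19, 45001461 to 45038192, plus strand) had promoter summits at 45001344 and 45001351, with −log10 q of 36.2 and 23.3, and GGGGTTTTCC at 45001333 to 45001342.

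Among the 6 genes the study followed, TNFSF12, the gene of TWEAK, was the only one with a summit within 50 kb in both replicates. TNFSF12 lies on chromosome 17 at 7548508 to 7557890, and the strongest summits were at 7561205 and 7561243, 5169 and 5207 bp from its nearest start site, with −log10 q of 18.1 and 10.4 and a κB match at 7561208 to 7561217 (GGAAAACCCC). These summits lay within 1 kb of a start site of another gene, so the link to TNFSF12 rests on distance alone. The NAMPT gene (chromosome 7, 106248298 to 106285966, minus strand) was examined because the study followed a super-enhancer there. Within 100 kb of it, replicate 1 had 1 summit and replicate 2 had 0. The summit of replicate 1, at 106330068, was intergenic, 44102 bp upstream of the start site, with −log10 q of 7.35 and rank 1292 of 2007. It was not shared, and the κB match GGGAATTCCC lay at 106330068 to 106330077. In the stronger 50% of replicate 1 there was no summit within 100 kb of NAMPT.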

Values the study reported

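The study described the super-enhancer gained at the NAMPT locus after TWEAK treatment as lying ~40 kb downstream of the promoter of the gene.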

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

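The test of κB matches outside chromosomes 1 to 22, X and Y and the comparison of copy number with random windows of the same sequences were chosen after the result was seen. Annotation and motif comparisons left out summits on unplaced, alternate or mitochondrial sequences. There were 203 of these in replicate 1 and 242 in replicate 2. Among them were 7 summits on the mitochondrial genome in replicate 1 and 6 in replicate 2. They stand out as signal in a part of the data that the motif and annotation comparisons do not use, at numbers above the limit of 3 that a count of 0 allows. A single unplaced sequence held 42 of the 203 summits and 56 of the 242. Of the 100 strongest summits of each list, 13 in replicate 1 and 37 in replicate 2 lay outside chromosomes 1 to 22, X and Y.

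p52 binding at κB sites does not account for most of these summits, since 5.91% in replicate 1 and 4.96% in replicate 2 had a κB match, against 52% and 57.3% on chromosomes 1 to 22, X and Y (two-sided Fisher's exact p = 3.06e-42 and 4.43e-59). A candidate explanation is sequence present in many copies, where reads from several places are stacked on the copy in the reference. In replicate 1, 81.3% of these windows were mostly multi-copy, against 21.7% on chromosomes 1 to 22, X and Y and 69.4% of random windows of the same sequences (two-sided Fisher's exact p = 0.000358 for the last). In replicate 2 the shares were 83.5%, 26.8% and 71.1% (two-sided Fisher's exact p = 2.27e-05). Copy number is therefore higher than these sequences have in general, though by a modest margin. It leaves 38 windows in replicate 1 that are mostly single-copy by this count. The count left out alternate sequences, so a window there that matches a single place elsewhere is called single-copy. How many of the 38 are of that kind was not examined, so they do not argue against multi-copy sequence. Whether an input library would show the same sites was not tested, and no other biological explanation was tested.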

How the results depend on the processing

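The alternatives with 500 bp, with mostly single-copy windows, without summits in exons or processed pseudogenes, and with chromosomes 1 to 22, X and Y alone for the correlation were chosen after the data were seen. Over 28 results and 135 alternative values, 130 kept their direction and, where tested, stayed on the same side of 0.05, and 0 reversed. The alternatives include each replicate alone set against the mean of both. With n = 2 these could not come out as changed, so they are no evidence of stability. The 28 results cover sharing, strength, promoters, κB, AP-1, the gene list and NAMPT, and leave out the other annotation classes and motifs. Among those left out, exons went from over-represented to under-represented without summits in exons or processed pseudogenes, by construction of that filter. MARE, TGCTGAC, CTCF and TEAD changed sides of 0.05 under some alternatives. The share of summits in both lists stayed between 44.6% and 62.4% in replicate 1 and between 62.6% and 77.4% in replicate 2. Odds ratios for κB matches over background ranged from 13.3 to 55.7 in replicate 1 and from 16.9 to 56.9 in replicate 2.

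The higher κB share at shared summits in replicate 1 was not detected within the stronger 50% of the list, with an odds ratio of 1.24, whereas in replicate 2 it was 3.20. That part held 229 unshared summits on chromosomes 1 to 22, X and Y, where the whole list held 949, and the cause was not tested further. The stronger 50% of replicate 1 held 0 summits within 100 kb of NAMPT because the only one, at rank 1292, is in the weaker part by construction. The other 3 changes among the 28 results concerned AP-1 at shared against unshared summits, of which 1 became stronger and 2 weaker.

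Each replicate alone gave a promoter share of 35.7% to 40.7%, a κB share of 52% to 57.3%, an AP-1 share of 7.67% to 7.93%, κB centring of 67.1% to 70.4% and 15 to 18 listed genes.

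Not run were the filter on soft-masked repeats, strength classes by peak width, κB matches anywhere in the peak, and a correlation of fold enrichment, because they need repeat masking, peak edges or a column that the lists analysed here do not hold. Overlap by 50% of each peak became summits within 100 bp. Since depth was unknown, sites found in 1 list could not be separated from sites just under the threshold of the other.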

Other observations

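The tests of copy number at ribosomal protein exons, at exons of protein-coding genes and in processed pseudogenes, of κB matches at exons of protein-coding genes, of AP-1 at summits with and without κB, of the strength of unshared summits and of the spacing within κB sites were chosen after the results were seen. So were the split into exon, pseudogene and other summits and the comparison within strength classes.

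Many strong summits lay inside processed pseudogenes, which are genomic copies of spliced transcripts. There were 278 in replicate 1 and 176 in replicate 2, and their median −log10 q was 15.8 and 13.7, against 11.2 and 9.37 at summits on chromosomes 1 to 22, X and Y outside processed pseudogenes and exons of protein-coding genes. Summits per Mb were 16.7 in processed against 0.480 in unprocessed pseudogenes in replicate 1, a ratio of 34.8 (exact 95% CI 20.03 to 66.2). The ratio was 35.8 (exact 95% CI 17.8 to 84.3) in replicate 2. Pseudogenes of ribosomal protein genes held 28.1% and 42.0% of these summits and 8.05% of the bases of processed pseudogenes. p52 binding at κB sites is argued against, since 4.68% of these summits had a κB match in replicate 1, against 4.35% of GC-matched windows (two-sided Fisher's exact p = 0.759), and 6.82% against 5.45% in replicate 2 (two-sided Fisher's exact p = 0.489). Reads copied from mature RNA, such as cDNA carried over into the libraries, are a candidate explanation. Multi-copy sequence alone cannot be told apart from it. In replicate 1, 45.7% of these summits were in mostly multi-copy windows and in replicate 2 52.3%, against 17.2% and 22.4% at summits outside exons and processed pseudogenes. Among summits in mostly single-copy windows, processed pseudogenes still held more than in GC-matched windows (odds ratio 16.3, 95% CI 12.6 to 21.02, in replicate 1 and 14.6, 95% CI 10.4 to 20.3, in replicate 2). Where every 31-mer was single-copy, they held 5 of 826 and 2 of 493 summits, no more than in GC-matched windows (odds ratios 0.955, 95% CI 0.397 to 2.30, and 0.682, 95% CI 0.189 to 2.46). A filter this strict leaves out windows that share a 31-mer with the gene the pseudogene was copied from. It therefore cannot separate multi-copy sequence from reads copied from mature RNA. The source of any such reads stays open, and whether the input library held the same reads was not tested.

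The same may hold for exons of protein-coding genes, which held 470 summits in replicate 1 and 240 in replicate 2. A κB match was present at 18.9% and 24.2% of these, above 6.30% and 6.38% in GC-matched windows and far below 79.2% and 78.1% at summits outside exons and processed pseudogenes, so p52 binding at κB sites can account for a part only. Multi-copy sequence alone is argued against, because 82.6% in replicate 1 and 77.1% in replicate 2 lay in mostly single-copy windows. Among summits over 1 kb from any start site, without a κB match and outside processed pseudogenes, whose every 31-mer was single-copy, 57.9% and 52.3% lay in these exons, against 4.13% and 3.47% of GC-matched windows. GC content is argued against too. Among all such summits whatever their copy number, 61.3% lay in these exons in replicate 1 against 4.09% of GC-matched windows (odds ratio 37.0, 95% CI 28.2 to 48.6), and 46.1% against 4.11% in replicate 2 (odds ratio 19.8, 95% CI 14.2 to 27.6).

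Genes of ribosomal proteins gave a contrast within the same transcription units. Their exons held 19 summits in replicate 1 and 9 in replicate 2, and their introns, which cover 0.535 Mb against 0.286 Mb, held 0 and 1. The exact lower 95% limit of the exon to intron ratio per Mb was 8.72 and 2.33. Beyond 1 kb from any start site, exons held 7 and 3 summits and introns 0 and 0, with lower limits of 5.15 and 1.48. A background raised over whole transcribed genes would put summits in the introns as well, and is argued against by the 19 and 9 exonic summits. Reads copied from mature RNA remain a candidate explanation. Multi-copy sequence cannot be told apart from it here, because only 36.8% of the exonic summits in replicate 1 and 0 of 9 in replicate 2 were mostly single-copy.

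Summits in exons of protein-coding genes or in processed pseudogenes were more frequent at both ends of the strength ranking than in the middle. With 4 strength classes on chromosomes 1 to 22, X and Y, they made up 42.8% of the strongest and 59.4% of the weakest class in replicate 1. In replicate 2 these shares were 35.9% and 45.0%. Of the 100 strongest summits on chromosomes 1 to 22, X and Y, 60 in replicate 1 and 45 in replicate 2 lay in exons of protein-coding genes or in processed pseudogenes. Only 1 in replicate 1 and 2 in replicate 2 had neither such a position nor a κB match. Among summits outside exons and processed pseudogenes, κB matches rose with strength, from 43.7% in the weakest of 4 classes to 93.8% in the strongest in replicate 1 and from 51.5% to 92.9% in replicate 2.

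Summits found in 1 replicate only were mostly weak. In replicate 1, 75.6% of the unshared summits were in the weaker 50% of the list, and in replicate 2 81.1%. This is the rise of sharing with strength seen from the other side, so it is no separate test. Sites near the threshold of the peak caller cannot be told apart from sites bound in 1 replicate only, because values under the threshold and read depth were not used here. In replicate 1 the unshared summits also lay more often in exons or processed pseudogenes than shared ones (odds ratio 1.75, 95% CI 1.45 to 2.11). In replicate 2 they did not (odds ratio 0.973, 95% CI 0.752 to 1.26). Within 4 strength classes the pooled odds ratios were 1.71 (95% CI 1.33 to 2.20) and 0.662 (95% CI 0.484 to 0.906), so strength does not account for the excess in replicate 1, and replicate 2 went the opposite way. More reads copied from mature RNA in the library of replicate 1 may add to its longer list.

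GC content of the summits is argued against as the source of the κB matches, since the odds ratio over GC-matched windows was 16.8 in replicate 1 and 21.3 in replicate 2. The sites may be longer than the sequence searched. GGG and CCC separated by 5 bases, a palindromic arrangement of 11 bp, had an odds ratio of 11.8 (95% CI 10.6 to 13.2) in replicate 1 and 14.4 (95% CI 12.7 to 16.4) in replicate 2. Separation by 4 bases gave 9.31 (95% CI 8.37 to 10.4) and 12.5 (95% CI 10.99 to 14.3). The odds ratio was higher with 5 bases in both replicates, and the intervals overlap in replicate 2. Both spacings were scored on the same summits, so separate intervals are no test of their difference, and no paired test was run. A longer run of G or C at a site matches both, so a preference for 11 bp stays open.

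AP-1 matches were more frequent than in GC-matched windows at summits with a κB match. Outside exons and processed pseudogenes, summits with a κB match had an AP-1 match in 12.9% of cases in replicate 1 against 3.27% of GC-matched windows (odds ratio 4.40, 95% CI 3.48 to 5.57), and in 13.0% against 2.83% in replicate 2 (odds ratio 5.13, 95% CI 3.90 to 6.75). This is consistent with regulatory DNA that holds both kinds of site. p52 held at AP-1 sites that lack a κB match cannot be told apart from none. Summits without κB had more AP-1 matches than their GC-matched windows in replicate 1 (odds ratio 4.08, 95% CI 2.46 to 6.77). In replicate 2 the excess rested on 9 of 177 summits (odds ratio 2.09, 95% CI 1.02 to 4.28, two-sided Fisher's exact p = 0.0888). Whether AP-1 goes with κB stays open too, since AP-1 was less frequent without κB than with it in replicate 2 (odds ratio 0.376, 95% CI 0.188 to 0.753) and did not differ detectably in replicate 1 (odds ratio 0.761, 95% CI 0.471 to 1.23).

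Peak numbers in the peak names ran to 4210 in replicate 1 and 4732 in replicate 2, so 2203 and 3265 numbers were missing, 52.3% and 69.0%. In replicate 1 the 10 longest runs held 82.8% of the missing numbers, against at most 5.13% in 1000 random removals, and in replicate 2 77.8% against 5.91%. The longest run, of 396 numbers, fell between 120341092 and 145214982 on chromosome 1 in replicate 1, and that of 530 numbers between 43908874 and 50667838 on chromosome 5 in replicate 2. This is consistent with the removal of whole blocks of peaks by the region filter of the authors.

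The 44102 bp between the NAMPT start site and the nearest summit of replicate 1 were counted upstream of the gene. The super-enhancer quoted from the study above was placed downstream, and no summit of either list lay downstream of the start site within 500 kb of the gene. The gene is on the minus strand, so upstream means a higher coordinate here. Whether the study meant downstream along the gene or along the chromosome is unknown. Its guide and primer sequences were not located in the reference, so whether the summit lies in the super-enhancer was not tested.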
